A study of Homo sapiens with 10 samples.

How the data were processed

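Genomic DNA of 22Rv1 cells, a human prostate cancer cell line, was sequenced as amplicons of the integrated sgRNA cassette in 10 libraries from a genome-wide CRISPR knockout screen. The parental line and a derivative overexpressing NMYC (the protein of MYCN) each gave 1 library at T0, 2 at T6 and 2 at T12. The labels number each T0 library as replicate 1 and speak of T0 replicates, and no other T0 library was used here. The labels give an infection at a multiplicity of 0.3, puromycin selection, and duplicate cultures plated after selection and carried from passage to passage. The unit behind T6 and T12 is not given in the sources used here. The table deposited by the authors holds raw counts per sgRNA, whole numbers with 1 column per library and no normalization. The submitters' processing notes name MAGeCK, with no version, and the trimming, the mismatch setting and the sgRNA reference are not given in the sources used here. All 10 columns were matched to their samples by name, leaving 0 columns unmapped. Genes are named by the symbols in the table, which gives no coordinates and no genome build.

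The labels give a library of 65000 sgRNAs and the table lists 55849, and whether it was filtered earlier is not given in the sources used here, so shares of sgRNAs at 0 counts refer to those listed. Of the 55849 sgRNAs in the table, 53040 had a mean count of at least 20 over the 10 libraries and were kept, and 2809 were left out. The kept sgRNAs included 934 of the 989 non-targeting controls. The table names 18686 gene symbols. Genes with at least 2 kept sgRNAs, 18197 in number, were tested, and 15248 genes had 3. Totals ran from 8783512 to 18398571 counts per library, with a median count per sgRNA between 50 and 187. Reads of PCR products without molecular identifiers are not independent molecules, so depth speaks for counting error alone. The counting part of the squared coefficient of variation had a median of 0.00464 over sgRNAs, while the common dispersion fitted beyond it was 1.11.

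Each sgRNA was tested with edgeR 4.0.16 in R 4.3.3 (TMM factors, quasi-likelihood fit, a mean for each of the 6 groups, 4 residual degrees of freedom), and single sgRNAs were adjusted by the Benjamini-Hochberg method at 0.05. All libraries entered a single fit because each arm has 1 T0 library, which is assumed to vary like the duplicated groups. Gene p-values came from robust rank aggregation, the kind of gene score that MAGeCK uses, over the sgRNAs ranked by signed p. Alpha was set by a one-sided sgRNA p of 0.25, the null was exact for each number of sgRNAs, and each direction was adjusted over all genes with a threshold of 0.05. The smallest gene p-values therefore can rest on the rank of a single sgRNA. The contrasts, 9 in all, were T12 against T0, T6 against T0 and T12 against T6 in each arm, and the difference NMYC minus parental of each. Both cultures of an arm come from one infection, so the p-values measure spread that arose after it and not spread between infections. The T0 libraries of the arms were compared by values only and not tested against each other.

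Gene levels are the summed CPM (edgeR counts scaled to the TMM-adjusted library size) of a gene's kept sgRNAs, given as mean ± SD, with n = 2 at T6 and T12 and a single library at T0. A gene's log2 value is the log2 fold change of these sums relative to the median gene. In the T12 against T0 contrasts of parental, NMYC and NMYC minus parental, the median gene sum moved by -0.088, 0.032 and 0.001. Under TMM the median sgRNA moved by 0.57, 0.24 and -0.45 there, a shift that centring the sums does not remove. The sums can differ in sign from the ranking, which weighs each sgRNA alike.

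Genes to be named were chosen by a rule fixed before the data were examined. Per direction it takes the 10 smallest p among genes past the threshold with at least 3 sgRNAs in the T12 against T0 contrasts. Where fewer than 5 pass, it takes the 5 smallest p, and in the other contrasts the 3 smallest, as values that did not pass. It always includes a fixed set, with MYCN, MYC, MAX, NEUROG2, FOXA1, HOXB13, EZH2, AURKA and RB1 among them, and takes 2 to 4 members of each fixed list. The text below departs from this last part: only some of these list members are named, and for several lists none is. The 17 fixed lists were cytosolic ribosome; proteasome; spliceosome; DNA replication; RNA polymerase II and general transcription; aminoacyl-tRNA synthetases; mitochondrial respiration and translation; mitosis; prostate luminal factors; MYC and MAX network; candidate MYC or MYCN synthetic lethal genes; neural and neuroendocrine lineage factors; Polycomb and DNA methylation; growth-restraining genes; homologous recombination, Fanconi and ATR signalling; nucleotide, polyamine, serine and glutamine metabolism; and PI3K, mTORC1 and nutrient sensing. Lists were tested with camera (limma 3.58.1) on sgRNAs with a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a contrast. The median of a list is taken over its sgRNAs, relative to the median of all sgRNAs. A gene of a list is counted as below where its own median sgRNA lies below that of all sgRNAs. Values of single members are log2 values of sums and are not on the same scale.

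Separation of essential from unexpressed genes was measured as the area under the receiver operating characteristic curve of gene log2 fold change against the T0 library of the arm. The core genes were those of 5 lists (cytosolic ribosome, proteasome, spliceosome, DNA replication, RNA polymerase II), set against olfactory receptor, keratin-associated protein, bitter taste receptor and beta-defensin genes. Confidence intervals of 95% came from 1000 bootstrap resamples over genes. The rank aggregation and camera were tested on simulated data with these depths and dispersions.

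The labels number the cultures, which pairs T6 with T12 within each arm. In a check of this pairing over sgRNAs, the replicate difference at T6 correlated with that at T12 by r = 0.0647 in parental cells (95% bootstrap interval 0.0575 to 0.0733, 500 resamples over sgRNAs, which are not independent replicates). In NMYC cells r was -0.00877 (-0.018 to 2.33e-04). If the spread at T6 had been inherited in full, r would have been 0.821 and 0.71. The culture number was therefore not a term of the fit, and the replicate block was run as an alternative.

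Alternatives fixed before the data were examined were median-of-ratios size factors from all or from non-targeting sgRNAs, no count filter, at least 30 counts in both T0 libraries, a DESeq2 1.42.0 Wald test per sgRNA, edgeR on summed counts per gene, fry (limma) per gene, the replicate block, only the libraries of the arm, each T6 and T12 library left out in turn, both T0 libraries together as baseline, NMYC against parental directly without T0, parental changes rescaled to the strength of the NMYC screen, other values per gene for the separation, and an estimated correlation for lists. Chosen after seeing the data were the contrast of all later libraries with both T0 libraries, and most of these same alternatives for single sgRNAs, for lists and for the separation. For single sgRNAs and lists, those with both T0 libraries together, the direct comparison, the rescaling and the estimated correlation were fixed before, and for the separation the other values per gene. A T0 library could not be left out, since each arm has 1. No comparison has 3 samples per group, so regroupings of the samples were not counted. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.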

Results

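The screen measured how often each sgRNA was found in the DNA of parental and NMYC-overexpressing 22Rv1 cells, at T0 after selection and at T6 and T12 of culture. An sgRNA whose target gene is needed for growth is lost over time, and one whose target restrains growth is gained. The series design asks for genes whose loss is tolerated in parental cells and harmful when MYCN is overexpressed, and its title names NEUROG2. The 10 libraries formed 6 groups, with 1 library at T0 and 2 replicate cultures at T6 and T12 in each arm. In parental cells the T0 library held 18398571 counts, the T6 libraries 12905342 and 8783512, and the T12 libraries 16545354 and 16917672. In NMYC cells the T0 library held 15454006 counts, the T6 libraries 14944879 and 9538593, and the T12 libraries 13192046 and 16321172. Between 2.98% and 9.15% of the sgRNAs had 0 counts in a library, and the most abundant 1% of sgRNAs held 5.34% to 9.44% of the counts.

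Over all time points together, replicate cultures resembled each other about as little as cultures of different arms. Spearman correlations over sgRNAs, which are not independent replicates, ran from 0.396 to 0.532 in the 4 replicate pairs, from 0.369 to 0.515 in the 16 other pairs within an arm and from 0.37 to 0.546 in the 25 pairs across arms. At T12 the NMYC replicates, at 0.4598, lay above the pairs across arms (0.3766 to 0.4125), and the parental replicates, at 0.3961, lay among these pairs. At T6 both replicate pairs (parental 0.4776, NMYC 0.5325) lay within the range across arms, 0.4438 to 0.5458. The T0 libraries of the arms, compared by values only, correlated at 0.391, and 42.3% of the sgRNAs differed between them by over 4-fold. RBM15, whose protein takes part in RNA methylation, was the target of the 1 sgRNA past 0.05 between parental T0 and T6 (edgeR adjusted p = 0.00107), named after its values were seen. This sgRNA had 6128 counts at parental T0, 18 and 0 at T6, and 253 and 134 at T12.

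Genes of the ribosome, proteasome, spliceosome, DNA replication and RNA polymerase II lists were only weakly separated from unexpressed gene families. The area under the curve, 0.5 without separation, was 0.541 ± 0.0107 (SD, n = 2) at T6 and 0.564 ± 0.0308 at T12 in parental cells. In NMYC cells it was 0.541 ± 0.0176 at T6 and 0.573 ± 0.0234 at T12. Single libraries lay between 0.529 and 0.589, with 288 core and 515 unexpressed genes in each. The levels alone, without dividing by T0, gave areas of 0.51 in the parental T0 library, 0.568 ± 0.0068 at T6 and 0.575 ± 0.0358 at T12. In NMYC cells the levels gave 0.56 at T0, 0.615 ± 0.0133 at T6 and 0.635 ± 0.019 at T12, with 0.648 in the highest library.

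**Figure D1:**
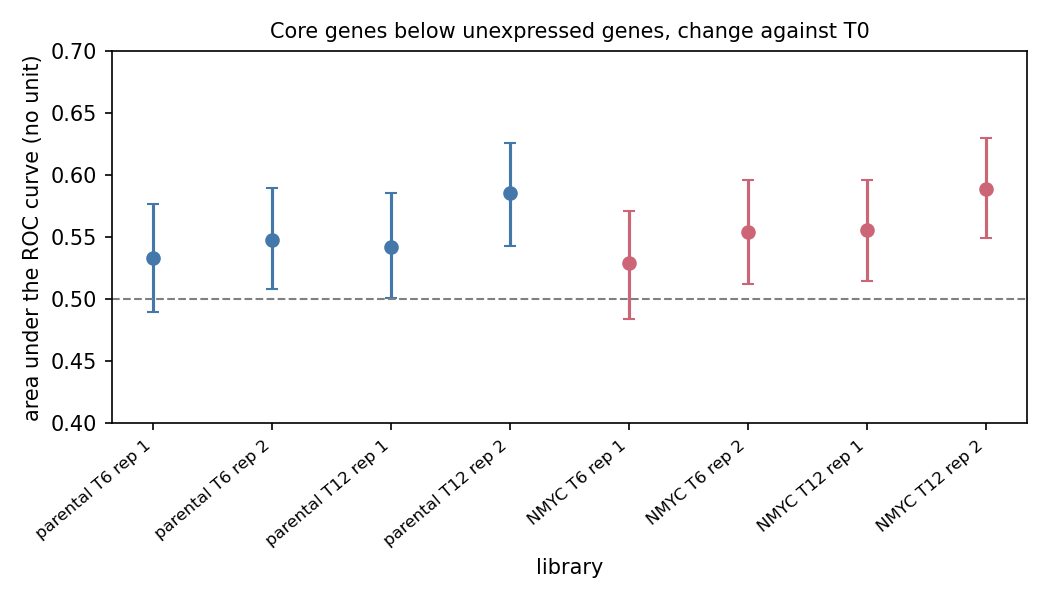
Area under the receiver operating characteristic curve (no unit) of core against unexpressed genes for each T6 and T12 library, from gene log2 fold changes against the T0 library of its arm. Points are libraries, bars are 95% bootstrap intervals over genes, and the dashed line at 0.5 is no separation; the points lie between 0.529 and 0.589.

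In parental cells the question was which knockouts were lost or gained over the whole culture. The lowest ranked genes from T0 to T12 were YAE1D1, SNRNP70, CD48, TMA16 and PARK7. YAE1D1, which acts in iron-sulfur cluster transfer to the ribosome recycling factor ABCE1, went from 399 CPM to 13.0 ± 6.45 (SD, n = 2; log2 value -4.85; adjusted p = 0.227). SNRNP70, a U1 splicing component, went from 366 to 30.7 ± 42.0 CPM (-3.49; adjusted p = 0.349). PARK7, a protein of oxidative stress defence, went from 323 to 10.8 ± 10.6 CPM (-4.81; adjusted p = 0.36). CD48, an immune cell surface protein, had a log2 value of -3.49 and TMA16 of -6.36. At the other end were SLC35G3 at 6.06, STARD6 at 5.39, IGJ at 5.36, the homeobox gene OTX2 at 5.91 and NUDT22 at 6.94, all with an adjusted p of 0.902. Each of these 5 had between 12 and 31 counts in the parental T0 library, so their values rest on few T0 counts.

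None of these genes passed the test. The rank aggregation on edgeR p-values gave 0 depleted and 0 enriched genes of 18197, with 930 and 883 at an unadjusted p under 0.05, where chance gives 909.9 per direction. With DESeq2 p-values the same score gave 0 and 0. The edgeR test on summed counts gave 0 depleted genes and 1 enriched, SLC35G3 (adjusted p = 0.0477), which went from 2.31 to 145 ± 39.3 CPM, with 986 lower and 1445 higher at an unadjusted p under 0.05. Over the alternatives its adjusted p ran from 0.0477 to 0.984. By fry 0 genes were depleted and 1 was enriched, KIAA1462 (adjusted p = 0.0302), from 7.09 to 102 ± 57.3 CPM, with 880 and 904 unadjusted. KIAA1462 was named after its values were seen, and by rank aggregation its adjusted p was 0.983. Without parental T12 replicate 1, SNRNP70 passed the rank aggregation (log2 value -8.28, adjusted p = 0.018; range over the alternatives 0.018 to 0.95).

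Single sgRNAs did pass in parental cells. Against 12 genes 1 sgRNA each was lower at T12 than at T0, and 0 sgRNAs were higher (edgeR, 53040 sgRNAs, 5954 at an unadjusted p under 0.05 in either direction). Among the 12, named after their values were seen, were CAMSAP1, CDK11A, CNN2, GSTP1, HES6, KIAA1524, LRRC6, SCGB2A1, SLCO1B3, TIGD1 and WDR70. The sgRNA against HES6, a regulator of neural differentiation, had 1973 counts at T0 and 0 in all 4 later parental libraries. Its counterpart against WDR70 went from 3058 counts to 11 and 3. For 0 of the 12 did all other sgRNAs of the gene have the same sign, and the CDK11A sgRNA could also match the near-identical copy of that gene. The count was 0 without either parental T12 library, without either NMYC T6 library and with at least 30 counts in both T0 libraries. It was 5 with the replicate block and with both T0 libraries as baseline, 1 in the parental libraries alone and 39 with size factors from non-targeting sgRNAs, and DESeq2 gave 1988 lower and 3906 higher sgRNAs.

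Among the fixed lists, spliceosome genes stood lowest in parental cells by the test. Their median shift was -0.57 on the log2 scale, with 43 of 68 genes below the median gene (camera p = 0.0936, adjusted p = 0.971; estimated correlation p = 0.0454, adjusted p = 0.772). SNRNP70 and SNRPG, both small nuclear ribonucleoprotein components, passed when adjusted over the list alone, at 0.0031 and 0.0442, and over all genes at 0.349 and 0.945 they did not. Of the other core lists, the cytosolic ribosome had a median shift of -0.32, the proteasome -0.60, DNA replication -0.07 and RNA polymerase II -0.17. RPS20 (log2 value -3.18) and RPL34 (-2.17) were the lowest ranked ribosomal genes with 3 sgRNAs. The remaining medians were 0.82 for aminoacyl-tRNA synthetases, -0.04 for mitochondrial respiration and translation, -0.29 for mitosis, -0.20 for the prostate luminal list, -0.09 for the MYC and MAX network and 0.18 for candidate MYC or MYCN synthetic lethal genes. Neural and neuroendocrine factors had -0.53, with the neural repressor REST at -3.85 and the vesicle protein SYP at -2.33. Polycomb and DNA methylation had 0.02, growth-restraining genes -0.35, homologous recombination, Fanconi and ATR signalling 0.11, nucleotide and related metabolism 0.09 and PI3K, mTORC1 and nutrient sensing 0.00. By camera 0 of the 17 lists passed, with 0 at an unadjusted p under 0.05 and 0 passing with an estimated correlation. In total 3 members passed adjusted over the list alone (SNRNP70, SNRPG and 1 of the cytosolic ribosome) and 0 over all genes. Median, mean and test differed in sign for 3 lists: DNA replication, Polycomb and DNA methylation, and homologous recombination.

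In NMYC cells the same question gave GRHL1, NADSYN1, TEDDM1, BIRC6 and CTAGE4 as the lowest ranked genes. GRHL1, a grainyhead-like transcription factor of epithelia, went from 312 CPM at T0 to 79.4 ± 26.0 at T12 (SD, n = 2; log2 value -2.0; adjusted p = 0.0927). Its sgRNAs did not move together: one went from 1742 counts to 0 and 1, another from 1883 to 2 and 0, and the third from 389 to 931 and 1356. BIRC6, an inhibitor of apoptosis, went from 264 to 27.9 ± 7.10 CPM (-3.27), and NADSYN1, which makes NAD, from 261 to 44.7 ± 44.8 CPM (-2.58). TEDDM1 had a log2 value of -5.19 and CTAGE4, a member of a family of near-identical copies whose sgRNAs are uncertain in their target, -3.98. Highest were SLCO5A1 at 2.33, PLA2G2D at 3.17, CCDC19 at 3.75, RAB6C at 4.19 (also a near-identical copy) and XYLT1 at 3.15.

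After adjustment 0 genes were depleted and 0 enriched by rank aggregation on edgeR p-values, with 914 and 923 at an unadjusted p under 0.05, and 0 and 0 with DESeq2 p-values. By fry 0 passed, with 938 lower and 356 higher unadjusted. The edgeR test on summed counts gave 0 enriched genes and 2 depleted, DNMBP (118 to 0.167 ± 0.134 CPM, adjusted p = 0.031) and SPATA3 (396 to 22.6 ± 9.81 CPM, adjusted p = 0.0461), with 908 lower and 585 higher unadjusted. Both have 2 sgRNAs and were named after their values were seen, and by rank aggregation their adjusted p were 0.692 and 0.304. GRHL1 passed in a fit of the NMYC libraries alone (adjusted p = 0.0131) and without parental T12 replicate 2 (adjusted p = 0.0423), in a range of 0.0131 to 0.978 over the alternatives.

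One sgRNA each against ABHD1, CMTM2, EXOSC4, HIGD1B, NADSYN1, OR8H2 and ZNF426, 7 genes named after their values were seen, was lower in NMYC cells at T12 than at T0, and 0 sgRNAs were higher (edgeR, 3604 at an unadjusted p under 0.05). The sgRNA against EXOSC4, a subunit of the RNA exosome, went from 1787 counts to 0 and 0. OR8H2, an olfactory receptor gene of the unexpressed set, had one that went from 1728 counts to 0 and 0, and it was the only one of the 7 genes whose other sgRNAs all had the same sign. The NADSYN1 sgRNA went from 2862 counts to 2 and 0. The count was 0 with the replicate block, with median-of-ratios factors and with at least 30 counts in both T0 libraries, and 1 with both T0 libraries as baseline. It was also 0 without any 1 of the NMYC T6 or T12 libraries, 3 without parental T6 replicate 2, and 77 and 79 without parental T12 replicate 1 and 2. DESeq2 gave 872 lower and 658 higher sgRNAs, and the NMYC libraries alone gave 285 and 4.

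Ribosomal and aminoacyl-tRNA synthetase genes had the lowest p among the lists in NMYC cells. Of 74 cytosolic ribosome genes 50 lay below the median gene, with a median shift of -0.58 (camera p = 0.0244, adjusted p = 0.208; adjusted p = 0.289 with an estimated correlation). RPS19 (log2 value -3.33), RPL10A (-2.09) and RPS24 (-1.41) ranked lowest among those with 3 sgRNAs. Of 23 aminoacyl-tRNA synthetase genes 16 lay below, with a median of -0.91 (camera p = 0.0194, adjusted p = 0.208; adjusted p = 0.651 with an estimated correlation), among them HARS at -3.25 and DARS at -2.10. QARS, another synthetase gene, ranked on the higher side, although its log2 value was -0.536. The proteasome had a median of -0.77, with PSMD11 at -3.28 on the lower side and PSMC1 at 0.499 on the higher side. The spliceosome had -0.22, with SF3B4 at -2.46 on the lower side and EFTUD2 at 3.5 on the higher side. DNA replication had -0.06 and RNA polymerase II -0.11. MED7, a Mediator subunit, had a log2 value of -4.79 and passed adjusted over the list alone at 0.0378. ADSL, an enzyme of purine synthesis, lay on the higher side at 4.45 (adjusted over the list alone 0.0296) in a metabolism list with a median of -0.28. Mitochondrial genes had -0.26 with the elongation factor TUFM at -3.99, mitosis 0.03, the prostate luminal list -0.10, the MYC and MAX network 0.21, candidate MYC or MYCN synthetic lethal genes -0.15, and neural and neuroendocrine factors -0.14. Polycomb and DNA methylation had -0.02, growth-restraining genes 0.20, homologous recombination, Fanconi and ATR signalling -0.01 and PI3K, mTORC1 and nutrient sensing -0.01. With camera 0 of 17 lists passed, 2 were at an unadjusted p under 0.05, and 0 passed with an estimated correlation. In total 3 members passed adjusted over the list alone (MED7, ADSL and RPL36, the last with 2 sgRNAs) and 0 over all genes. Median, mean and test differed in sign for 4 lists: DNA replication, mitosis, the prostate luminal list and growth-restraining genes.

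The difference NMYC minus parental is the comparison for synthetic dosage lethality. GRHL1 again ranked lowest, at a log2 value of -2.27 (adjusted p = 0.229), and its 2 sgRNAs that were lower in NMYC cells had 1 and 0 counts in the parental T0 library. It was followed by CLPX, the unfoldase of a mitochondrial protease, at -10.2, the collagen gene COL6A3 at -6.04, the phosphatase gene PTPN5 at -4.99 and RBMX2 at -7.33, all with an adjusted p of 0.988. CLPX had 5 counts in the parental T0 library, then 63.9 ± 20.6 CPM at T12, and in NMYC cells 9.70 CPM at T0 and 1.43 ± 1.75 at T12 (SD, n = 2). On the other side were YAE1D1 at 6.36 (adjusted p = 0.68), ZNF30 at 5.02, PARK7 at 6.46 and SCGB2A1 at 3.13 (each 0.76) and SNRNP70 at 4.98 (0.796). YAE1D1 had 399 CPM at T0 and 13.0 ± 6.45 at T12 in parental cells, and 25.5 CPM at T0 and 68.0 ± 16.7 at T12 in NMYC cells.

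Again 0 genes were depleted and 0 enriched by rank aggregation on edgeR p-values, with 869 and 882 at an unadjusted p under 0.05, and 0 and 0 with DESeq2 p-values. The edgeR test on summed counts gave 0 and 0, with 1244 lower and 911 higher unadjusted. By fry 1 gene passed as depleted, KIAA1462 (adjusted p = 0.0266, and 0.992 by rank aggregation), and 0 as enriched, with 950 and 563 unadjusted. Of single sgRNAs 0 were lower and 0 higher by edgeR (5277 at an unadjusted p under 0.05), against 2047 and 1412 by DESeq2, 5 and 4 by edgeR without parental T12 replicate 1, and 1 and 5 without parental T12 replicate 2. Compared directly at T12 without T0, the value of GRHL1 was 0.10, CLPX had -5.41, COL6A3 -0.464, PTPN5 -0.666 and RBMX2 -2.88, and YAE1D1 had 2.46, ZNF30 2.15, PARK7 3.43, SCGB2A1 2.69 and SNRNP70 0.753. The difference of SNRNP70 ran from 1.58 to 9.73 when 1 library was left out. In data simulated with these depths and dispersions, 0% of 50 genes with a 4-fold fall and 0% with a 16-fold fall in NMYC cells were recovered by this contrast, and 0% and 10% with 4-fold and 16-fold rises. In the parental contrast 4% and in the NMYC contrast 18% of 16-fold falls were recovered and 0% of 4-fold falls, so a 4-fold loss of a single gene was not detectable at this spread.

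Of 23 aminoacyl-tRNA synthetase genes 18 lay below the median gene in the difference, with a median of -0.87 and YARS (-5.95) and KARS (-4.37) ranked lowest (camera p = 0.0204, adjusted p = 0.347; adjusted p = 0.881 with an estimated correlation). The candidate MYC or MYCN synthetic lethal genes had a median of -0.23, with 41 of 76 below (camera adjusted p = 0.971; adjusted p = 0.881 with an estimated correlation). Among them SLC3A2, the heavy chain of amino acid transporters, had a log2 value of -8.42 and the mitotic kinase PLK1 -0.05. The cytosolic ribosome had -0.81 with RPL26 at -5.54, the proteasome -0.60, the spliceosome 0.46, DNA replication -0.11, RNA polymerase II 0.17, mitochondrial genes -0.15, mitosis 0.35, the prostate luminal list 0.11 and the MYC and MAX network 0.49. Neural and neuroendocrine factors had 0.26, with REST at 6.45 and ONECUT2 at -4.48. Polycomb and DNA methylation had -0.06 with RING1 at -5.86, growth-restraining genes 0.39 with TP53BP1 at -4.47, homologous recombination, Fanconi and ATR signalling -0.32, the metabolism list -0.94 with DHPS at -7.51, and PI3K, mTORC1 and nutrient sensing 0.08. With camera 0 of 17 lists passed, 1 was at an unadjusted p under 0.05, and 0 passed with an estimated correlation. Adjusted over the list alone 4 members passed: SNRNP70 (0.0149) and MRPL16 (0.0486) on the higher side, and RPL36 and MED10, with 2 sgRNAs each, on the lower side. Over all genes 0 passed, and median, mean and test differed in sign for 3 lists: RNA polymerase II, Polycomb and DNA methylation, and PI3K, mTORC1 and nutrient sensing.

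NEUROG2, the proneural factor of the series title, had 9 counts at parental T0 (0.672 CPM) and 20.3 ± 18.1 CPM at T12 (SD, n = 2), a log2 value of 5.00 (adjusted p = 0.983). In NMYC cells it had 61.4 CPM at T0 and 72.9 ± 37.6 at T12, a value of 0.22. The difference was -4.67, lower in all 3 sgRNAs (adjusted p = 0.992), and the direct comparison at T12 without T0 had the opposite sign, at 1.92. MYCN had -1.59 in parental cells, 4.35 in NMYC cells and a difference of 6.06, with 66.2 ± 90.7 CPM at T12 in NMYC cells. None of the other fixed genes reported here passed either. In the order parental, NMYC and difference, MYC had -1.92, -0.19 and 1.84, its partner MAX 1.51, -1.75 and -3.15, and the luminal factor FOXA1 -0.42, 0.40 and 0.94. HOXB13, with 2 sgRNAs, had -0.92, 0.02 and 1.06, the methyltransferase gene EZH2 -0.14, 1.00 and 1.25, and the mitotic kinase AURKA 0.78, -0.71 and -1.37. The tumour suppressor RB1, with 2 sgRNAs, had -0.97, 1.19 and 2.28. The median sgRNA had the opposite sign to the sum for MYC in parental cells (2.04) and in the difference (-2.70, with all 3 sgRNAs lower), for EZH2 (0.243) and AURKA (-0.0662) in parental cells, and for NEUROG2 (-1.29), FOXA1 (-0.801) and AURKA (2.64) in NMYC cells. For MYCN, NEUROG2, FOXA1, HOXB13, EZH2 and AURKA the sign turned in at least one contrast under an alternative other than leaving out a library, and for MYC and RB1 when 1 library was left out.

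**Figure D2:**
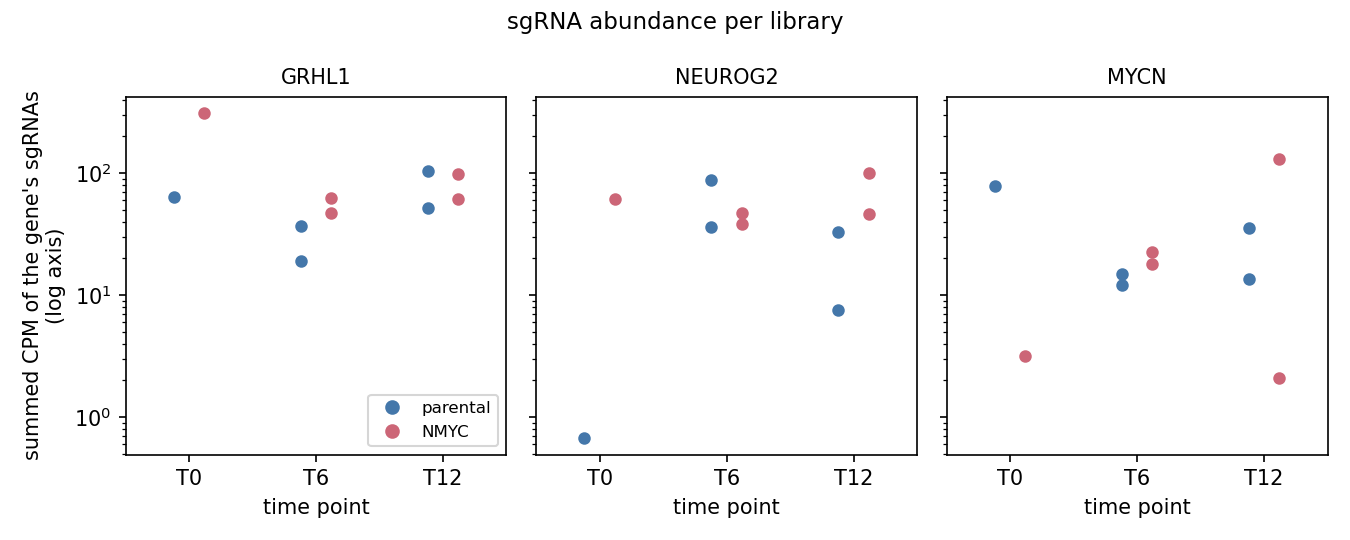
Summed normalized CPM (log axis) of GRHL1, NEUROG2 and MYCN at T0, T6 and T12, one point per library, parental in blue and NMYC in red. NEUROG2 stands at 0.672 CPM in the single parental T0 library and at 61.4 CPM in the single NMYC T0 library; GRHL1 stands at 312 CPM at NMYC T0.

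At T6 against T0, GJD2 (-3.07), the presynaptic gene PCLO (-3.66) and FBXO34 (-3.29) ranked lowest in parental cells, and OTX2 (6.40), POMZP3 (4.07, a partial copy gene with uncertain sgRNAs) and TMEM68 (1.14) highest. In NMYC cells NUDT22 (-4.87), AADAC (-5.20) and ABHD1 (-2.86) ranked lowest, and SLCO5A1 (1.93), EPB41L5 (4.63) and ZNF662 (5.17) highest. EPB41L5 had 3.10 CPM at NMYC T0 and 65.3 ± 18.3 at T6 (SD, n = 2; adjusted p = 0.167). In the difference the cell cycle phosphatase gene CDC25B (-7.31), the Polycomb gene RING1 (-6.67) and STARD6 (-6.64) ranked lowest, and EPB41L5 (7.69), EDDM3A (7.33) and ARL16 (0.41) highest. By rank aggregation on edgeR p-values 0 genes passed in the 3 contrasts, with 912 depleted and 888 enriched at an unadjusted p under 0.05 in parental cells, 932 and 903 in NMYC cells and 888 and 905 in the difference. DESeq2 p-values and summed counts gave 0 as well, and fry gave 0 but for KIAA1462 in the difference (adjusted p = 0.0405, and 0.993 by rank aggregation). With at least 30 counts in both T0 libraries, ITGAV passed as enriched in NMYC cells (adjusted p = 0.0416) and RING1 as depleted in the difference (-7.25, adjusted p = 0.0436; range over the alternatives 0.0436 to 0.989), each with 2 sgRNAs. ITGAV was named after its values were seen. The lowest list p was that of the proteasome in NMYC cells, with a median of -0.74 (camera p = 0.0272, adjusted p = 0.462; adjusted p = 0.771 with an estimated correlation).

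From T6 to T12, a contrast that uses no T0 library, POMZP3 (-1.61), DNAJB14 (-4.87) and the retinal gene PDC (-3.71) ranked lowest in parental cells and HIST1H2BI (-0.53, one of several near-identical histone genes), EDA2R (1.71) and NUDT22 (1.26) highest. In NMYC cells TMEM139 (-1.12), IDI1 of isoprenoid synthesis (-4.10) and TSPAN17 (-4.24) ranked lowest, and STX2 (1.24), ATPAF1 (1.5) and the germ cell gene DAZL (2.48) highest. TNFRSF14 (-4.27), UBE2E3 (-4.21) and MSC (-1.95) ranked lowest in the difference, and C4orf17 (4.76), POMZP3 (2.58) and the glycolytic gene ALDOA (2.94) highest. C4orf17 had 54.7 ± 15.5 CPM at T6 and 5.34 ± 3.26 at T12 in parental cells, and 32.3 ± 12.3 and 96.4 ± 50.1 in NMYC cells (SD, n = 2; adjusted p = 0.314). By rank aggregation on edgeR p-values 0 genes passed, with 892 depleted and 889 enriched at an unadjusted p under 0.05 in parental cells, 903 and 856 in NMYC cells and 916 and 903 in the difference. DESeq2 p-values, summed counts and fry gave 0 too. Without 1 library 3 genes passed: C4orf17 enriched in the difference without parental T6 replicate 2 (5.36, adjusted p = 0.0398; range over the alternatives 0.0398 to 0.977), C15orf61 depleted there without NMYC T12 replicate 1 (adjusted p = 0.0132), and DEFB129 depleted in NMYC cells without NMYC T12 replicate 2 (adjusted p = 0.00285). C15orf61 and DEFB129 were named after their values were seen. Aminoacyl-tRNA synthetases had the lowest list p, with a median of -0.40 in NMYC cells (camera p = 0.00501, adjusted p = 0.0852; adjusted p = 0.687 with an estimated correlation) and -0.51 in the difference (camera p = 0.0101, adjusted p = 0.172; adjusted p = 0.945 with an estimated correlation).

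Non-targeting controls gave the background. Their median shift from T0 to T12 was 0.22 in parental cells and 0.30 in NMYC cells, against 0.03 and 0.02 for the unexpressed families. The 5 core lists together had -0.41 in parental cells (camera p = 0.288; p = 0.107 with an estimated correlation), -0.28 in NMYC cells (-0.762 to -0.198 without single libraries; p = 0.128; p = 0.0414 with an estimated correlation) and -0.18 in the difference (-0.62 to 0.171 without single libraries; p = 0.801; p = 0.639 with an estimated correlation). Without single libraries the parental shift of the core lists ran from -0.432 to -0.241. In the difference the controls had -0.03 and the unexpressed families -0.04. Grouped into 311 sets of 3, the controls gave 14 depleted and 15 enriched sets in parental cells and 9 and 23 in NMYC cells at an unadjusted p under 0.05, where chance gives 15.55. In simulated data a list of 78 genes with a 2-fold fall gave a camera p of 0.00286, 2.00e-04 and 3.42e-04 in the parental, NMYC and difference contrasts. Of 20 lists without change 0 fell below 0.05. The simulation was set by depths and dispersions, so it does not show how camera behaves where sgRNAs of a list are correlated. In NMYC cells at T12 the estimated correlation ran from -0.00464 for the metabolism list to 0.0523 for Polycomb and DNA methylation.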

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

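The tests of explanations in this part were chosen after the results were seen, though the direct comparison of the arms at T12 and the contrast from T6 to T12 were themselves fixed before. Single sgRNAs drew attention because their change from T6 to T12 differed between the arms by the test of the difference itself: 9 sgRNAs passed 0.05 in NMYC minus parental (edgeR), 3 lower and 6 higher, with 3649 at an unadjusted p under 0.05. The lower ones targeted MSC, a basic helix-loop-helix factor, NADSYN1 and RBM15, and the higher ones ANKRD33, C11orf24, DNAJB14, PARK7, SPANXN3 and THAP6. The C11orf24 sgRNA had 21 and 998 counts at T6 and 0 and 5 at T12 in parental cells, and 6 and 0 at T6 and 221 and 504 at T12 in NMYC cells (adjusted p = 8.98e-04). The PARK7 sgRNA had 0 counts at T0, 0 and 2 at T6 and 1 and 855 at T12 in NMYC cells. For 5 of the 9 all other sgRNAs of the gene had the same sign, and by rank aggregation 0 of these genes passed. Under alternatives that, but for rescaling, were also chosen after seeing the data, the counts were 0 lower and 1 higher with the replicate block, with at least 30 counts in both T0 libraries and after rescaling. Other size factors and no count filter gave 3 lower and 6 to 8 higher. The counts were 0 without parental T6 replicate 2 and without either NMYC T6 library, and 1 lower and 11 higher without parental T6 replicate 1, and DESeq2 gave 438 lower and 592 higher.

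Replicate libraries differed widely: of 70943 sgRNAs with at least 500 counts in one replicate, 10215, or 14.4%, had under 50 in the other, from 4.59% in the NMYC T6 pair to 20.2% in the parental T12 pair. Too few reads per library would leave below 1% such sgRNAs, so this value argues against it as the cause. Growth of chance winners up to T6 is argued against as the cause of the whole spread, if the cultures were carried on as the labels say: replicate differences at T6 and T12 had an r of at most 0.0647 in size, against 0.821 and 0.71 if the T6 spread had been inherited in full. Exchanged culture numbers would only turn the sign of r. Growth of such winners after T6 was not tested and stays open for the T12 libraries. A candidate explanation that the tests leave standing is that sgRNAs were missed when each library was sampled from its cells or DNA: of the sgRNAs with 0 counts at T0, 22.8% in parental cells (785 of 3444) and 16.4% in NMYC cells (273 of 1662) had 50 or more counts in at least 2 later libraries of the arm, against 75.9% and 79.5% of all sgRNAs. Of sgRNAs with 0 counts at T6 in parental culture 1, 8.59% had 50 or more at T12 in the same culture and 13.4% in the other. For parental culture 2 the values were 18.1% and 21.8%, for NMYC culture 1 11.8% and 8.95%, and for NMYC culture 2 13.3% and 17%. Of all sgRNAs, 58.3% to 66% had so many. The same culture lay below the other in both parental cultures and NMYC culture 2, and above it in NMYC culture 1. If the cultures were carried on as the labels say, an sgRNA found later in the same arm or culture was present before. The values then argue against absence for the sgRNAs found again. Whether the other sgRNAs at 0 were missed or absent stays open. No biological explanation was tested, since replicates share their group.

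Core genes were weakly separated from unexpressed genes. Averaging the 8 later libraries against both T0 libraries gave an area of 0.591 (95% interval 0.55 to 0.634), against 0.589 in the highest single library, a comparison that changes the averaging and the T0 baseline at once. Averaged against the T0 library of their own arm, the later libraries gave 0.565 in parental cells (0.524 to 0.608) and 0.57 in NMYC cells (0.529 to 0.611), below that library, and both T0 libraries as baseline gave a mean of 0.600 at NMYC T12 without averaging the later libraries. Each of the 3 intervals covers 0.589, but this is the highest single library, from NMYC T12, and such intervals do not test a difference between areas. Within its own arm, the parental average of 0.565 lay above the mean areas at T6 (0.541) and T12 (0.564). The NMYC average of 0.57 lay between those at T6 (0.541) and T12 (0.573). Noise of single libraries therefore cannot be told apart from a weak loss of core genes. Few counts at T0 stay open too: keeping sgRNAs with at least 30 counts in both T0 libraries raised the mean area by over 1 SD (n = 2) in 1 of 4 groups. The means went from 0.541 to 0.552 at T6 and from 0.564 to 0.574 at T12 in parental cells, and from 0.541 to 0.535 and from 0.573 to 0.567 in NMYC cells. Weak editing, which no value here measures, and a culture too short for losses to show, for which the labels give 12 generations and a passage every 72 hours, stay open and were not tested.

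NEUROG2 had a lower value in NMYC than in parental cells from T0 to T12, at -4.67. The single T0 libraries may account for it: parental T0 held 9 counts (0.672 CPM), against 36.2 and 87.6 CPM in the parental T6 libraries. The comparison of the arms at T12 without T0 gave 1.92 (adjusted p = 0.994). Leaving out T0 removes the gap between the T0 libraries whatever its cause. The turned sign therefore cannot tell a poorly sampled T0 library from a real difference at the start. From T6 to T12, which uses no T0 library, the difference was 2.19 (edgeR, rank aggregation adjusted p = 0.991), a value that did not pass in either direction. An NMYC-dependent loss of NEUROG2 knockout cells therefore stays open, since neither value passed and 0% of simulated 16-fold falls were recovered in the difference at T12.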

How the results depend on the processing

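Most alternatives for single sgRNAs, lists and the separation were chosen after seeing the data. Fixed before were both T0 libraries together, the direct comparison, rescaling and the estimated correlation for single sgRNAs and lists, other values per gene for the separation, and all alternatives for genes. Of 314 gene counts over 20 settings 301 stayed at 0 and the highest was 2, and list counts, run for the T12 against T0 contrasts, stayed at 0. Of 1587 values of 93 results for named genes, 1546 kept their direction and side of the threshold, 6 passed 0.05 and 35 turned sign, in 24 results, 17 of them fixed genes. Of the values that kept their sign, 115 moved by over 1.5-fold, 15 of them among the 25 values of the direct comparison without T0, and leaving out 1 library moved 41 results so. The replicate block changed no gene count. DESeq2 gave no adjusted p for 0 to 3085 sgRNAs per contrast. Where a library was left out, a lone sample is assumed to vary like the other groups. The spread between libraries, not depth, limited the calls. The cause of a change was not tested unless named.

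Gene counts of 0 became 1 with at least 30 counts in both T0 libraries (NMYC T6 enriched, difference at T6 depleted), with only the libraries of the arm (NMYC T12 depleted), on summed counts (parental T12 enriched) and by fry (parental T12 enriched, difference at T12 and T6 depleted), and 2 on summed counts (NMYC T12 depleted). Leaving out libraries gave 0 to 1 for parental T12 depleted, NMYC T12 against T0 and against T6 depleted, and the T12 against T6 difference in both directions. Lower sgRNAs in parental cells, 12, became 39 with non-targeting factors, 0 with at least 30 T0 counts, 5 with the replicate block, 1 in the arm alone, 5 with both T0 libraries (1 higher) and 1988 with DESeq2 (3906 higher), and 0 to 15 without single libraries. In NMYC cells 7 became 0 with median-of-ratios factors, 0 with at least 30 T0 counts, 0 with the block, 285 in the arm alone (4 higher), 1 with both T0 libraries and 872 with DESeq2 (658 higher), and 0 to 79 without single libraries. In the difference 0 became 1 lower directly, 4 lower after rescaling and 2047 lower and 1412 higher with DESeq2, and 0 to 5 in each direction without single libraries. From T6 to T12 the 3 lower and 6 higher sgRNAs in the difference became 0 and 1 with at least 30 T0 counts. They became 0 and 1 with the block, 0 and 1 after rescaling and 438 and 592 with DESeq2. Without single libraries they ran from 0 to 3 and from 0 to 11. The rescaling factors, 0.692 from T0 to T12 and 2.53 from T6 to T12, are ratios of core list shifts that did not pass by camera. The shift of the core lists had p = 0.0414 with an estimated correlation in NMYC cells (-0.281; range of p over the alternatives 0.0414 to 0.384), where it ran from -0.762 to -0.198 without single libraries, and in the difference ran from -0.62 to 0.171 without single libraries, positive without parental T12 replicate 1. The second-strongest sgRNA gave areas of 0.522 (parental T6), 0.518 (NMYC T6) and 0.546 (NMYC T12), both T0 libraries together 0.527, 0.562 and 0.600, and at least 30 T0 counts 0.552 at parental T6.

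Signs turned in NMYC cells for HOXB13 to -0.0327, -0.0324 and -0.792 with median-of-ratios factors, non-targeting factors and both T0 libraries, and to -0.00307 with no filter. At least 30 T0 counts turned EZH2 in parental cells (0.205) and FOXA1 in NMYC cells (-0.523) and the difference (-0.145). The direct comparison turned GRHL1 (0.101; adjusted p over the alternatives 0.102 to 0.972), NEUROG2 (1.92), HOXB13 (-0.517), EZH2 (-0.418), AURKA (0.145) and, at T6, STARD6 (0.233). Both T0 libraries together turned MYCN (0.565), EZH2 (0.576) and AURKA (-0.102) in parental cells and AURKA in NMYC cells (0.0236).

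Leaving out single libraries turned signs as follows. From T0 to T12 parental values ran from -2.90 to 0.0604 for HOXB13, -0.0146 to 1.5 for AURKA and -0.698 to 0.495 for EZH2. NMYC values ran from -1.44 to 1.03 for HOXB13, -0.345 to 5.36 for MYCN, -3.84 to 1.04 for MYC, -0.147 to 0.705 for NEUROG2, -0.338 to 1.03 for FOXA1, -1.57 to 0.132 for AURKA and -0.858 to 2.08 for RB1. Differences ran from -1.78 to 3.90 for MYC, -0.387 to 2.98 for HOXB13 and, at T6, -0.114 to 0.925 for ARL16. Others were TMEM68 at parental T6 (-1.31 to 1.97), and from T6 to T12 POMZP3 (-3.08 to 0.309) and HIST1H2BI (-2.20 to 1.53) in parental and STX2 (-1.62 to 2.80) in NMYC cells.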

Other observations

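The tests in this part were chosen after the data were seen. With all later libraries of both arms set against both T0 libraries, spliceosome genes had the lowest p of the 17 lists: 43 of 68 lay below the median gene, with a median of -0.60 on the log2 scale (camera p = 0.0158, adjusted p = 0.269; adjusted p = 0.234 with an estimated correlation). The cytosolic ribosome followed with a median of -0.41 (camera adjusted p = 0.448; adjusted p = 0.234 with an estimated correlation). TRIM55, IGSF22, IARS2 and TICAM1 were the lowest ranked genes with 3 sgRNAs. By rank aggregation on edgeR p-values 0 genes passed, with 929 depleted and 887 enriched at an unadjusted p under 0.05, and no other tool was run on this contrast. Of single sgRNAs 355 were lower and 7 higher (edgeR).

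Non-targeting sgRNAs held a larger share of the counts after culture than at T0 in each arm. In parental cells the share was 1.59% at T0 and 1.70% to 1.76% in the later libraries, above T0 in 4 of 4. In NMYC cells it was 1.66% at T0 and 1.79% to 1.85% later, again above T0 in 4 of 4. This was not tested.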
